A study of Mus musculus with 4 samples. Its data were reported in "Alginate oligosaccharides improve germ cell development and testicular microenvironment to rescue busulfan disrupted spermatogenesis" (2020).

How the data were processed

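Testis cells of ICR mice, an outbred stock, were measured with droplet single-cell RNA sequencing (10x Genomics 3' chemistry), in which each captured transcript carries a unique molecular identifier (UMI). The 4 libraries were A0 (control), A10 (alginate oligosaccharides, AOS, at 10 mg/kg), B0 (busulfan alone) and BA10 (busulfan followed by AOS at 10 mg/kg). Each group was 1 library, made from several mice pooled before capture, so animals cannot be told apart.

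Per the methods of the study, the authors counted reads with CellRanger on the mm10 build, removed cells with under 200 genes and genes seen in under 3 cells, and normalized with Seurat. The same methods describe merging the normalized datasets by canonical correlation. Those methods name a fixed number of cells for the calling step, which the differing cell numbers of the libraries do not match; how cells were called was not settled here. The deposited values are on the natural log scale: the authors took the natural log of 1 plus 10000 times a gene's share of its cell's UMIs. This was tested on the table of 18419 genes and 27060 cells. The exponential of each value minus 1 summed to 10000 in every cell, and after division by the lowest such value of the cell, taken as 1 UMI, 100% of values above 0 were whole within a tolerance of 0.001, so UMIs were recovered. The libraries held 8941, 9682, 4659 and 3778 barcodes (A0, A10, B0 and BA10), 0 of them under 200 genes, and these are also the cell numbers that the study states. The lowest number of genes in a cell was 912 and the lowest number of cells per gene was 3. The table lists 0 mitochondrial genes, and 17546 of its symbols matched GENCODE M21, which is on the same build and gave the coordinates.

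UMIs per cell were rescaled to 10000, log-transformed and reduced to 30 principal components of 2000 variable genes. Here the libraries were merged without alignment, unlike in the study, and alignment by canonical correlation was run as an alternative. Clusters came from the Leiden algorithm at resolution 1 on a graph of 15 neighbours. Each cluster was scored for every cell class as the mean, over markers fixed before the data were examined, of its level as a share of the highest cluster's level. A cluster stayed unnamed when its 10 leading genes by fold held more markers of another class than of its own, when under 3 of its markers were detected in at least 10% of its cells, or when its UMIs were low and no own marker led it. The scoring rule itself was set after the data were seen. In all, 3 scoring rules were looked at: a z-score over clusters was tried first and set aside because it named a spermatocyte cluster Sertoli, and a mixture of both was looked at after its shares were known. The results of both other rules are given in the closing section. Classes are written as spermatogonia-like (SPG-like), spermatocyte-like (SPC-like), spermatid-like (ST-like) and somatic-like, the last being clusters named Leydig, Sertoli, macrophage or endothelial (0 clusters were named peritubular myoid).

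Doublets were kept. Scrublet, with an expected rate of 6%, called 7.91% of cells in A0, 7.69% in A10, 1.24% in BA10 and only 4 cells (0.0859%) in B0; its threshold was left as set by the tool. Whether doublets were missed there, were few or were removed before deposit was not tested.

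Levels are UMIs summed over a library or class and scaled to a total of 1000000 (CPM), and log2 ratios have 1 CPM added. Named genes followed a rule fixed before the data were examined: a list meant to hold the genes named in the text of the study, and for each comparison the 5 largest rises and 5 largest falls among genes seen in at least 5% of cells of either library. The list also holds Ccna1, which that text does not name, and Prm3, read from a misprinted name. Of the genes named by the study, 1 was left out and is not reported here. On simulated counts with 200 genes changed by known folds, 100% of the changed genes came within 0.25 of the true log2 ratio for A10 over A0, 99.5% for B0 over A0, 99.5% for BA10 over B0 and 100% for BA10 over A0, among genes at 10 CPM or more (6643, 6643, 9216 and 6643 genes). The simulation drew Poisson counts from the pooled levels at the real depths with the total level kept. It thus tests the calculation and counting error, not changes of cell mix, free RNA, UMI limits or animals. Within a class, libraries were compared only where both held at least 50 cells. Genes per cell were also counted after thinning each cell to 5000 UMIs. Diffusion pseudotime used 30 neighbours and 15 components and was rooted in the SPG-like cluster.

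With 1 library per group there was no test. Shares carry exact 95% binomial (Clopper-Pearson) intervals, UMI sums exact Poisson intervals, and differences of shares intervals built from both binomial ones; all cover counting error only. Alternatives were another number of variable genes, other resolutions, alignment by canonical correlation, classes per cell, the markers of the study alone, doublets left out, other scalings and pseudocounts, and, chosen after the data were seen, a common UMI cutoff, other naming rules and a wider germ cell set. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, igraph 0.11.9, R 4.3.3 and Seurat 5.3.0.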

Results

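The 4 libraries held 8941 cells (A0), 9682 cells (A10), 4659 cells (B0) and 3778 cells (BA10). Their total depth was 150812974, 143714595, 25323535 and 91304225 UMIs, respectively. Median UMIs per cell were 12685 in A0, 10948 in A10, 4214 in B0 and 17989 in BA10, and median genes per cell were 3358, 3075, 1917 and 4105. The quartiles of UMIs per cell were 10164 and 19965 in A0, 8580 and 17727 in A10, 3546 and 5334 in B0, and 11699 and 30438 in BA10. The lowest UMI count of any cell was 7687 in A0, 6716 in A10, 2985 in B0 and 9013 in BA10. Each library thus began at its own sharp lower limit, close to 10% of the 99th percentile of its 3000 deepest cells (7575, 6670, 2936 and 8966 UMIs). In B0, 448 cells reached the limit of BA10.

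**Figure D1:**
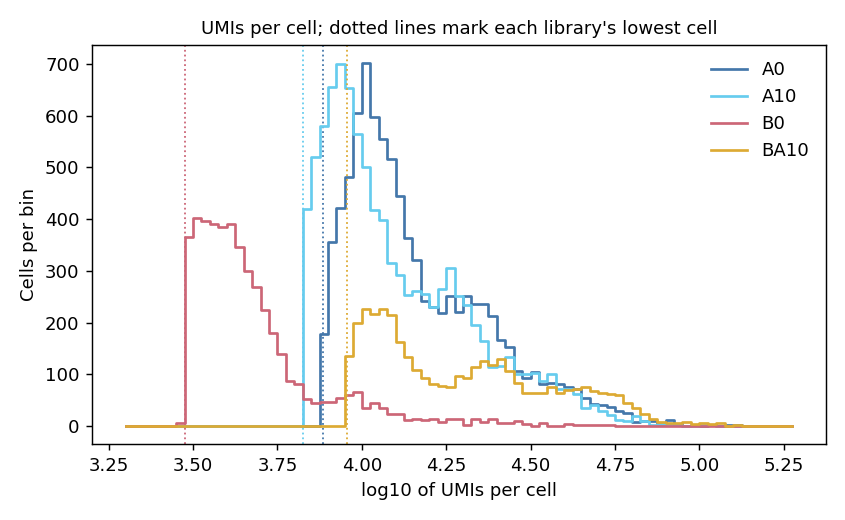
Cells per bin of log10 UMIs per cell in each library, with dotted lines at the lowest cell of each library. B0 starts at 2985 UMIs and BA10 at 9013.

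When every cell was thinned to 5000 UMIs, median genes per cell were 2150 in A0, 2135 in A10, 2168 in B0 and 2113 in BA10. The thinning left out 3235 of the B0 cells and 0 cells of each of the other libraries.

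The merged cells formed 24 clusters. Several were almost entirely of 1 library, such as cluster 7 with 1381 BA10 cells and 0 others, and the Leydig-like cluster 1 with 2915 B0 cells, 46 BA10 cells and 1 A10 cell, so a cluster can reflect a library rather than a cell type. Clusters 5 and 20 stayed unnamed because markers of another class led them; together they held 10.1% of A0, 10.5% of A10, 0.150% of B0 and 2.78% of BA10.

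The first comparison asked what AOS changed in mice without busulfan. ST-like cells were 54.3% of A0 (95% interval 53.3 to 55.3) and 55.6% of A10 (54.6 to 56.6). The difference of 1.27 percentage points had an interval from -0.171 to 2.70, which includes 0. The interval excluded 0 with 1000 variable genes (0.0676 to 2.94 points), at resolution 0.5 (0.449 to 3.22) and with z-score naming (0.467 to 3.24), a rule chosen after the data were seen. Its direction was not stable: it was -4.00 points when the libraries were aligned by canonical correlation, the alternative that moved it most, and 4.13 points (2.50 to 5.75) among cells at or above the highest of the lower UMI limits. SPC-like cells were 35.2% of A0 (34.2 to 36.2) and 33.7% of A10 (32.7 to 34.6). A0 and A10 each held 1 SPG-like cell.

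The median log2 ratio of A10 over A0 across 6 spermatid markers (Prm1, Prm2, Prm3, Tnp1, Tnp2 and Odf1) was 0.20, with single markers between 0.05 and 0.43. The mean over cells moved it most, to 0.26. Prm1 (chromosome 16, 10796326 to 10805839, mm10) had 12309 CPM in A0 and 16635 CPM in A10. Within ST-like cells the median was 0.23. Every A0 and A10 cell that was SPC-like also carried Prm1 UMIs (100% at median depths of 11866 and 11380 UMIs), so free RNA of spermatids or expression before the spermatid stage enters this ratio. Among genes seen in at least 5% of cells of either library the largest rise was that of Speer1 (chromosome 5, 11341516 to 11346286), from 30.8 to 108 CPM (log2 1.77). It belongs to a family of similar copies between which reads can be divided. The largest fall with 1 CPM added was that of 1600014C10Rik (chromosome 7, 38183217 to 38197568), from 7.47 to 0.786 CPM, a log2 ratio of -2.25. It was -1.59 within SPC-like and -2.49 within ST-like cells. The order of falls depends on the pseudocount: with 10 CPM added 1600014C10Rik was at -0.70 and Dapp1 at -0.92. The other named rises were Gm5861, BC029214, Mfap5 and Mog (log2 1.29, 1.07, 1.00 and 0.94), and the other falls Pcdh9, Rtkn2, Dapp1 and Fntb (log2 -1.58, -1.43, -1.31 and -1.31).

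The next comparison set busulfan against the control. ST-like cells were 0.129% of B0 (0.0473 to 0.280), a difference from A0 of -54.2 points (-55.2 to -53.1). SPC-like cells were 15.1% of B0 (14.1 to 16.1) and SPG-like cells 5.11% (4.49 to 5.78). Somatic-like cells were 79.5% of B0 (78.4 to 80.7) and 0.358% of A0 (0.245 to 0.505), a difference of 79.2 points. B0 held 2946 Leydig-like, 294 Sertoli-like, 344 macrophage-like and 122 endothelial-like cells. The Sertoli-like cluster also carried macrophage genes, with Lyz2 among its leading genes, and the macrophage-like cluster scored 0.825 for Leydig markers.

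Of the settings tried, the UMI limit moved the somatic-like share of B0 most. For the other libraries naming moved it more, and with classes per cell it was 5.77% of A0, 5.70% of A10 and 19.4% of BA10. The somatic-like cells of B0 had a median of 4048 UMIs, below the lowest cell of each of the other libraries. With every library restricted to cells of 9013 UMIs or more, somatic-like cells were 15.2% of B0 (12.0 to 18.8), 0.367% of A0, 0.254% of A10 and 8.42% of BA10, and SPC-like cells were 83.5% of B0.

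**Figure D2:**
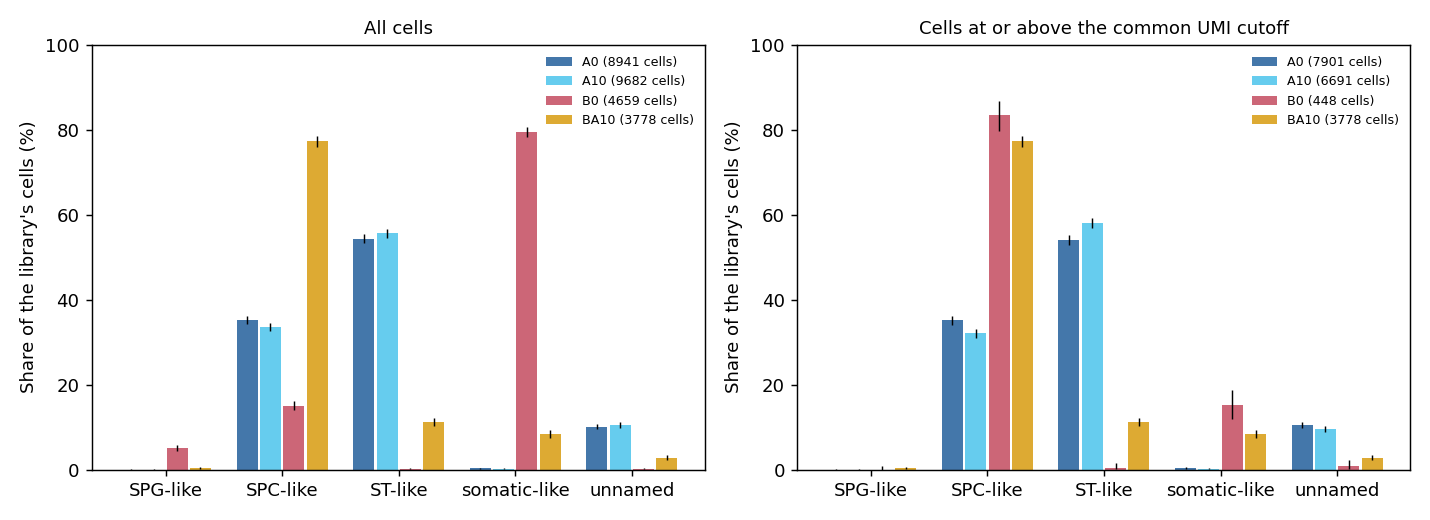
Share of each library's cells in each class, in percent, for all cells (left) and for cells at or above 9013 UMIs (right), with exact 95% binomial intervals. The somatic-like share of B0 is 79.5% on the left and 15.2% on the right.

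The spermatid marker level of B0 over A0 was -7.34 on the log2 scale, and -5.92 at the common limit. With 1 CPM added the largest rises were Insl3 (chromosome 8, 71689214 to 71690575; 0.935 to 6638 CPM, log2 11.74), Apoc1, Lcn2, Akr1cl and Cyp17a1 (log2 10.75, 10.74, 10.17 and 9.91). At the common limit the ratio of Insl3 was 7.63. With 10 CPM added Lcn2 (9.30) passed Insl3 (9.25). The largest falls were Prm2, Tnp2, Prm1, 1700012A03Rik and Tssk6 (log2 -9.41, -8.53, -8.42, -8.05 and -7.94).

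The last comparison asked whether AOS after busulfan changed what busulfan alone left. ST-like cells were 11.2% of BA10 (10.2 to 12.2), 11.1 points above B0 (10.1 to 12.1) and below A0, with a difference of -43.1 points. The excess over B0 was 0.799 points with 1000 variable genes and 0.640 points with the markers of the study alone, the alternative that moved it most. The cluster that held 396 of the 423 ST-like cells of BA10 scored 0.324 for spermatids and 0.317 for spermatocytes, so its name was near a tie. Within ST-like cells the spermatid marker level of BA10 over A0 was -2.65 on the log2 scale. Prm1 was found in 65.7% of the ST-like cells of BA10 (3095 CPM) and in 100% of those of A0 (21077 CPM). It was also found in 54.1% of SPC-like and 48.4% of somatic-like cells of BA10, and in 100% of both in A0. Finding Prm1 therefore does not mark a spermatid here. As a pool, the ST-like cells of BA10 were thus not like those of A0 in these markers. The pool mixes 396 cells of the near-tie cluster with the rest of the 423, which were not compared apart. SPC-like cells were 77.3% of BA10 (75.9 to 78.6), 62.2 points above B0, and SPG-like cells 0.344% (0.183 to 0.588). At the common limit the SPG-like difference from B0 was 0.344 points (-0.492 to 0.588), an interval that includes 0. At the common limit the SPC-like difference changed sign, to -6.22 points (-9.81 to -2.22). That sign rests on naming, since cluster 12 held 490 of the 702 SPC-like cells of B0. With z-score naming all of B0 held 212 SPC-like cells, and with classes per cell 197. Even if all reached the limit, their share of its 448 B0 cells would lie below BA10 (65.7% and 65.0%). Somatic-like cells were 8.42% of BA10 (7.55 to 9.35), a difference of -71.1 points from B0 that became -6.76 points at the common limit of 9013 UMIs.

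The spermatid marker level of BA10 over B0 was 2.27, and 0.89 at the common limit, where Prm3, Tnp1 and Odf1 were lower in BA10 (log2 -1.48, -0.17 and -1.23). Within SPC-like cells it was -0.98, and 1.09 with classes assigned per cell. Scaling matters here, since the median of all genes lay at 0.49 for B0 over A0 and at -0.41 for BA10 over B0. The largest pooled rises were BC061237, Prm2, Prm1 and Pou5f2 (log2 4.50, 3.80, 3.33 and 3.24), together with LOC108168152, which had 0 UMIs in B0, and the largest falls Prlr, Insl3, Snhg11, Fads6 and Scd2 (log2 -5.78, -5.73, -5.65, -5.60 and -5.58). Against A0, Insl3, Apoc1, Lcn2, Akr1cl and Cyp17a1 rose most in BA10 (log2 6.01, 5.75, 5.73, 5.34 and 5.01), and Car2, 1700016C15Rik, 1700012A03Rik, Prm2 and 1700080E11Rik fell most (log2 -5.72, -5.66, -5.64, -5.61 and -5.56).

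Of the SPC-like cells, which should lack Insl3, 59.5% in BA10 (57.7 to 61.3) and 75.9% in B0 (72.6 to 79.0) carried an Insl3 UMI, against 0.826% in A0 and 0.767% in A10. Their median depths were 19755, 9232 (B0), 11866 and 11380 UMIs. The Insl3 level in them was 42.1 CPM in BA10 and 0.461 CPM in A0. In cells of all classes thinned to 5000 UMIs, the share with Insl3 was 23.3% in BA10, 75.4% in B0 and 0.324% in A0. The B0 value covers only 1424 cells, since thinning left out the 3235 cells with fewer UMIs. Without thinning the shares over all cells were 61.2%, 90.7% and 1.01%. The fall in B0 therefore mixes thinning with the loss of these smaller cells.

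**Figure D3:**
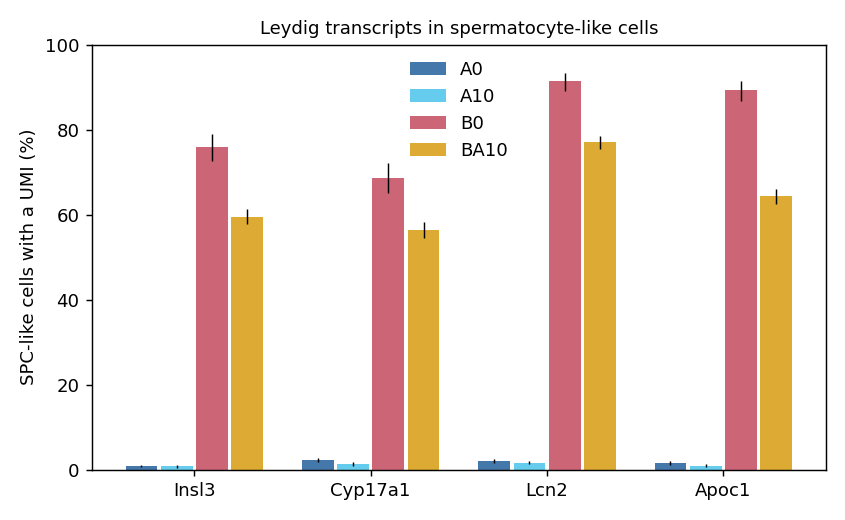
Percent of SPC-like cells with at least 1 UMI of 4 Leydig transcripts in each library, with exact 95% binomial intervals. For Insl3 the share is 59.5% in BA10 and 0.826% in A0.

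Germ cells were then ordered from the SPG-like cluster, 238 of whose cells were from B0. In the earliest of 5 equal bins lay 480 of 8004 A0 germ cells, 5.53% of A10, 98.4% of B0 and 68.6% of BA10 germ cells. In the last bin lay 24.6% of A0, 25.6% of A10, 0 of 946 B0 cells (up to 0.389%) and 0.447% of BA10. Ordered by the first principal component, the earliest bin held 85.8% of B0 and 63.5% of BA10 germ cells. The level of Leydig transcripts in SPC-like cells differed between the libraries, and whether free RNA shifts this order was not tested.

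**Figure D4:**
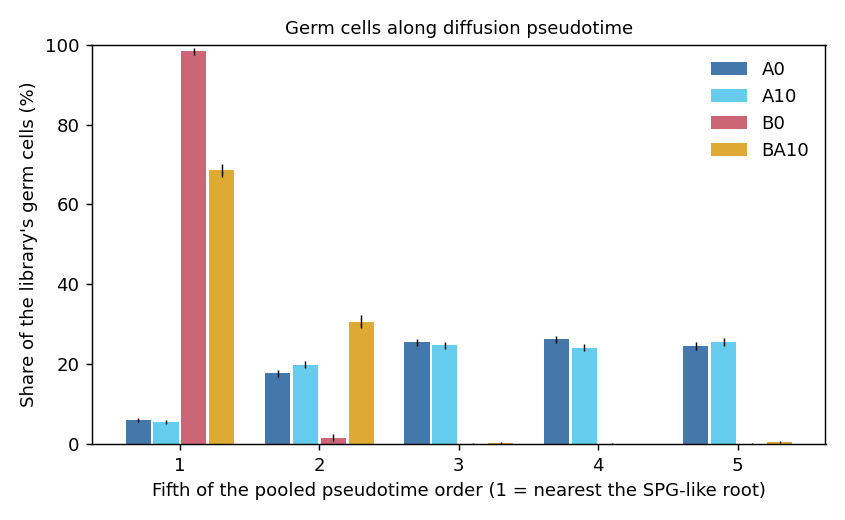
Percent of each library's germ cells in 5 equal bins of the pooled pseudotime order, with exact 95% binomial intervals. In the earliest bin lie 98.4% of B0 and 5.53% of A10 germ cells.

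Of the genes whose protein level the study examined by blot, Gpx1, Casp8, Piwil1, Zfp37, Jund and Wt1 had log2 ratios of 7.53, 3.26, -0.06, -2.53, 2.61 and 3.50 in B0 over A0. At the common UMI limit these were 4.54, 1.13, 1.27, -1.09, 0.11 and 2.19. In A10 over A0 they lay at -0.14, -0.01, 0.16, -0.16, -0.08 and 0.0034. In BA10 over B0 they lay at -4.34, -2.66, 1.32, 0.03, -3.83 and -2.45, and at the common limit at -1.32, -0.52, -0.04, -1.43, -1.29 and -1.14. Mapk3, whose phosphorylated protein was blotted rather than its level, lay at 1.02 in B0 over A0, -0.06 in A10 over A0 and -0.62 in BA10 over B0, and at the common limit at 0.21, -0.04 and 0.18. All these ratios pool the RNA of a library, so its cell mix enters them (somatic-like cells were 79.5% of B0 and 0.358% of A0). The blots measured protein of testis tissue. Casp8 (0.192 CPM in A0, 0.188 in A10) and Wt1 (0.789 and 0.793 CPM) lay near the floor. The added 1 CPM holds their A10 over A0 ratios near 0.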

Values the study reported

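The study obtained 8941, 9682, 4659 and 3778 cells from A0, A10, B0 and BA10 and sorted 27 060 cells into 16 clusters. It gave spermatid shares of 29.48%, 40.67%, 0.36% and 12.44% of the cells of A0, A10, B0 and BA10. For spermatocytes it gave 58.92%, 48.46%, 13.87% and 67.87%, and for spermatogonia 10.98%, 10.28%, 8.50% and 19.64%. Leydig and Sertoli cells together were put at 0.62%, 0.59%, 77.27% and 0.05%.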

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

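In this part the comparison at the common UMI limit was chosen only after its result was seen, while thinning was chosen before. With the settings used for the report, each of the 3 measures below moved in opposite directions with AOS in mice without busulfan and in mice given busulfan. Whether the effects differ was not tested, since each group is 1 library.

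Median UMIs per cell changed by -1737 from A0 to A10 and by 13775 from B0 to BA10, which is 15512 apart. Median genes per cell changed by -283 and by 2188, which is 2471 apart. With cells thinned to 5000 UMIs the median genes lay between 2113 and 2168 in the 4 libraries, so depth may carry most of the gap in genes, although thinning left out 3235 of the B0 cells. The gap in UMIs may come from the lower limits of UMIs per cell and from the small somatic-like cells that the limit of B0 let in: at the common limit the somatic-like share of B0 exceeded that of A0 by 14.8 points, against 79.2 points over all cells. The limit alone is argued against as the whole cause of the somatic-like excess, because 14.8 (11.6 to 18.5) lies above 0. An effect of AOS on the RNA content of cells stays open and was not tested.

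The SPC-like share changed by -1.55 points (-2.92 to -0.175) from A0 to A10 and by 62.2 points from B0 to BA10, which is 63.7 apart. The opposite directions depend on the setting: with the libraries aligned by canonical correlation both changes were positive, 2.51 (1.09 to 3.93) and 51.5 points, at resolution 2 they were 0.524 (-0.842 to 1.89) and 63.2 points, and at the common limit both were negative, -3.05 and -6.22 points. With the main naming the limit may account for the second change, since among cells at or above 9013 UMIs the SPC-like share of B0 was 83.5% and that of BA10 was 77.3%. This rests on cluster 12 being SPC-like. With z-score naming all of B0 held 212 SPC-like cells, and with classes per cell 197. These are too few of the 448 B0 cells at the limit to reach the BA10 shares of 65.7% and 65.0%. Under those rules the limit could not turn the sign. A biological difference between treatments stays open, because cells below the limits were not analysed here.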

How the results depend on the processing

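The common UMI limit, z-score naming, naming whatever the leading genes, and the order with unnamed clusters were chosen only after the data were seen. Differences are in percentage points and shares in percent of all cells of a library; the cause of each shift was not tested except where the construction of the setting shows it. A ratio is listed as changing sign only where the counting interval of its main value excludes 0; ratios whose interval holds 0 have no sign to lose.

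With the libraries aligned by canonical correlation, ST differences were -4.00 (A10 minus A0), -48.5 (B0 minus A0) and 7.20 (BA10 minus B0), somatic differences were 76.3 (B0 minus A0) and -60.3 (BA10 minus B0), SPG shares were 1.40 (A0), 1.23 (A10) and 3.34 (BA10) and SPC shares were 39.4 (A0), 41.9 (A10), 11.2 (B0) and 62.8 (BA10). At the common UMI limit, the ST difference was 4.13 (A10 minus A0), somatic differences were 14.8 (B0 minus A0) and -6.76 (BA10 minus B0), SPG shares were 0 (A10) and 0 (B0), SPC shares were 32.1 (A10) and 83.5 (B0) and the spermatid level was 0.15 (A10 over A0), -5.92 (B0 over A0) and 0.89 (BA10 over B0). Log2 ratios that changed sign there were for A10 over A0 Prm2 -0.016, for B0 over A0 Ccna1 0.33, Ddx4 0.16, Elf2 0.56, Id4 0.51, Lef1 0.66 and Spo11 0.73 and for BA10 over B0 Ddx4 -0.22, Elf2 -0.52, Mapk3 0.18, Odf1 -1.23, Piwil1 -0.045, Prm3 -1.48, Rec8 -0.83, Sox6 -0.99, Stk31 -0.32, Sycp3 -0.18 and Tnp1 -0.17. Without the cells that Scrublet called, the ST difference was -52.6 (B0 minus A0), SPC shares were 36.7 (A0) and 35.0 (A10) and the spermatid level was 0.21 (A10 over A0). With 1000 variable genes, ST differences were -55.3 (B0 minus A0) and 0.799 (BA10 minus B0), the SPG share was 0 (A0) and SPC shares were 33.4 (A0), 31.8 (A10) and 87.2 (BA10). At resolution 0.5, ST differences were -62.9 (B0 minus A0) and 5.001 (BA10 minus B0) and SPC shares were 36.6 (A0), 34.8 (A10) and 86.2 (BA10). With classes per cell, ST differences were -57.6 (B0 minus A0) and 4.88 (BA10 minus B0), the somatic difference was -66.4 (BA10 minus B0), SPG shares were 1.16 (A0), 1.35 (A10), 4.46 (B0) and 4.21 (BA10), SPC shares were 34.0 (A0), 4.23 (B0) and 65.0 (BA10) and the spermatid markers within SPC-like cells, BA10 over B0, changed sign to 1.09.

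With the markers of the study alone, ST differences were -39.6 (B0 minus A0) and 0.640 (BA10 minus B0), the somatic difference was 76.7 (B0 minus A0), SPG shares were 10.4 (A0), 10.0 (A10), 9.66 (B0) and 29.5 (BA10) and SPC shares were 20.3 (A0), 17.9 (A10), 13.3 (B0) and 17.6 (BA10). With z-score naming, the ST difference was -63.0 (B0 minus A0), the somatic difference was 89.6 (B0 minus A0), SPG shares were 1.34 (A0), 1.13 (A10) and 3.12 (BA10) and SPC shares were 4.55 (B0) and 65.7 (BA10). With z-scores among germ classes only, the ST difference was -63.0 (B0 minus A0) and SPG shares were 1.34 (A0), 1.13 (A10) and 3.12 (BA10). At resolution 2, the ST difference was 9.79 (BA10 minus B0), somatic differences were 70.7 (B0 minus A0) and -65.9 (BA10 minus B0) and SPC shares were 33.4 (A0) and 13.2 (B0). With clusters named whatever their leading genes, SPC shares were 45.3 (A0), 44.2 (A10) and 80.0 (BA10).

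With levels averaged over cells, the spermatid level was 0.26 (A10 over A0), -8.28 (B0 over A0) and 3.33 (BA10 over B0). Log2 ratios that changed sign there were for B0 over A0 Stk31 -0.094 and for BA10 over A0 Ddx4 0.00097 and Sycp1 0.057. With median-of-ratios scaling, the spermatid level was 0.19 (A10 over A0), -8.14 (B0 over A0) and 2.76 (BA10 over B0). Log2 ratios that changed sign there were for B0 over A0 Stk31 -0.61, Sycp1 -0.050 and Sycp3 -0.34 and for BA10 over A0 Elf2 -0.24. With 10 CPM added, the spermatid level was -7.03 (B0 over A0) and 1.98 (BA10 over B0). Thinned to 5000 UMIs, median genes per cell were 2150 (A0), 2135 (A10) and 2113 (BA10). Ordered by the first principal component, the earliest bin held in percent 7.52 (A0), 7.45 (A10), 85.8 (B0) and 63.5 (BA10). With unnamed germ clusters included, the earliest bin held in percent 4.70 (A0), 4.19 (A10), 100 (B0) and 81.5 (BA10).

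Of the values that answer a comparison, 74 stayed within their counting interval and 96 moved beyond it. Of the other values 391 stayed, 410 moved without counting as a change of sign and 26 changed sign, all of them log2 ratios. For SPC-like and SPG-like cells these counts cover the share of each library and not the differences, of which several changed sign with both intervals clear of 0. For SPC-like cells, B0 minus A0 went from -20.1 to 48.4 points and BA10 minus B0 from 62.2 to -6.22 at the common limit, A10 minus A0 from -1.55 to 2.51 with alignment, and BA10 minus A0 from 42.1 to -2.66 with the markers of the study alone. With those markers the SPG-like difference BA10 minus B0 went from -4.76 to 19.8. The direction of the ST-like difference between B0 and A0, of that between BA10 and B0 and of both somatic-like differences held under every setting tried, though their sizes did not. That of A10 minus A0 turned with alignment.

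With genes named from 1% of cells in place of 5%, 3 of the 5 largest rises of A10 over A0 were shared and all 5 in each other list. The filter at 500 genes removed 0 cells and is void, and the filter on mitochondrial share could not be run, as the table lists 0 such genes. Depth limits B0 most: 448 of its 4659 cells reach 9013 UMIs. No paired analysis was possible because each group is 1 library of pooled mice and no result comes from a test.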

Other observations

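The tests of the somatic-like shares at the common UMI limit, of the cluster in which each spermatogonial marker peaks, and of the spermatid markers within ST-like cells were chosen only after the result was seen, as were the count of Leydig genes in A10 used as a control and the test of Insl3 UMIs per cell. The test of the spermatid markers at the common UMI limit was set down before its own result was seen, but the limit it uses was chosen after the data were seen. The remaining tests were chosen before, although the levels of a few Leydig genes had already been seen when the Leydig list was set.

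Somatic-like cells took a far lower share of BA10 than of B0. At the common UMI limit the difference was -6.76 points (-10.5 to -3.43), which argues against the limit as the whole cause, although it may be the cause of most of the gap of -71.1 points over all cells. For Leydig-like cells alone the limit stays open as the whole cause, since at it they were 4.69% of B0 (2.92 to 7.08) and 3.36% of BA10 (2.81 to 3.99). Their name is weak in BA10, where 81 of the 127 Leydig-like cells were in cluster 23. That cluster scored 0.398 for Leydig and had 0 Leydig markers among its leading genes. The remaining somatic-like difference lay in endothelial-like cells (6.92% and 3.31%) and Sertoli-like cells (3.57% and 1.56%). This split depends on naming. The endothelial-like cluster scored 1 for endothelial cells and 0.984 for other stroma, a class not counted as somatic-like. At resolution 2, over all cells, endothelial-like cells were 1.42% of B0 and 0.0794% of BA10. Cells named other stroma were then 1.03% of B0 and 3.20% of BA10. A loss of somatic cells in dissociation, a different yield of germ cells and an effect of AOS stay open and were not tested.

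Insl3, a Leydig cell transcript, was found in 61.2% of BA10 cells, while 3.36% of BA10 cells were Leydig-like. Free RNA of Leydig cells in the suspension is a candidate explanation. It predicts that other Leydig transcripts enter SPC-like cells too: of the 50 genes with the largest ratio of B0 Leydig-like over A0 SPC-like cells, 50 lay above A0 in the SPC-like cells of BA10 beyond their Poisson intervals, with a median log2 ratio of 2.91. Because that list favours genes that are low in A0, the same count was made in A10, where 1 of 50 lay above A0 and the median was 0.01, and in B0, where the median was 4.97. Index swapping from B0 is argued against, since 61.2% of the BA10 cells whose barcode is absent from B0 carried Insl3, against 61.3% of the 31 whose barcode is present. Without the cells that Scrublet called, 59.2% of SPC-like BA10 cells carried it, but Scrublet called 43 of these 2919 cells, too few to decide. That test was planned to decide on doublets, was first read as arguing against them, and was set to undecided after its result was seen. Doublets with whole Leydig cells are argued against as the main source in SPC-like cells by the amount: the 1738 carrying cells held a median of 1 Insl3 UMI, against 49 in Leydig-like cells of B0, and 0.0575% (up to 0.320%) of them reached 20 UMIs, the 5th percentile of those Leydig-like cells. No biological explanation was tested.

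Cells in somatic-like clusters also carried germ cell RNA: Ldhc lay at 6977 CPM in those of BA10, 7472 CPM in those of A0 and 5682 CPM in those of A10, and at 454 CPM in those of B0. Doublets of a somatic and a germ cell could give this. Scrublet called 0.943% (0.195 to 2.73) of the 318 somatic-like BA10 cells and 1.47% (1.07 to 1.98) of SPC-like ones, which does not decide, and the somatic-like shares of BA10, A0 and A10 may therefore hold doublets or germ cells with free RNA.

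Of the 5 markers by which the study named spermatogonia, 4 (Stk31, Id4, Noc4l and Ptrhd1) had their highest cluster level in an SPC-like cluster and Dazl in the SPG-like cluster. The 4 markers may follow spermatocytes here, which would raise an SPG share named from them; with the markers of the study alone the SPG-like share of A0 was 10.4% and that of BA10 29.5%.

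The spermatid markers were slightly higher in A10 than in A0. A larger total share of ST-like cells is argued against as the whole cause by the median log2 ratio of 0.23 within those cells, and the lower UMI limit of A10 by a ratio of 0.15 at the common limit, where Prm2 lay at -0.02. The ratio within ST-like cells cannot exclude another mix of spermatid stages, since the class pools several clusters. Cluster 2, with Prm1 and Prm2 among its leading genes, was 9.44% of A0 and 10.8% of A10. The ST-like cluster 8 was 7.21% of A0 and 5.96% of A10. With 1 library per group, another mix of stages, a difference between preparations and an effect of AOS stay open.

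Names of classes were rebuilt here, and the libraries were merged without the alignment that the study describes. Either may contribute to differences from the values quoted above. With the markers of the study alone the SPC-like share of A0 was 20.3%. With alignment by canonical correlation it was 39.4%, the ST-like share of A0 was 51.0% and the Leydig or Sertoli share of BA10 was 15.7%. All shares are over all cells of a library. The ST-like share of A0 here was 54.3%. That is higher than the value quoted from the study above. For B0 the ST-like share was 0.129%. This is lower than the quoted value. The SPC-like share of A0 was 35.2%. It lies below the value quoted above. SPG-like shares were 0.0112%, 0.0103%, 5.11% and 0.344% in A0, A10, B0 and BA10. Each of these is lower than its quoted value. The direction rests on the naming. Unnamed cluster 20, with Rhox13, Stra8 and Crabp1 among its leading genes, held 119 cells of A0, 108 of A10, 7 of B0 and 105 of BA10, and with z-score naming the SPG-like shares were 1.34%, 1.13%, 5.26% and 3.12%. With the markers of the study alone they were 10.4%, 10.0%, 9.66% and 29.5%. For B0 and BA10 the last set lies above the quoted values. Cells named Leydig or Sertoli made up 0.179% of A0, 0.0930% of A10 and 4.92% of BA10. The first and second of these are lower than the quoted values and the last is higher. The remaining shares were 55.6% (A10) and 11.2% (BA10) for ST-like cells, 33.7% (A10), 15.1% (B0) and 77.3% (BA10) for SPC-like cells and 69.5% (B0) for Leydig or Sertoli cells. These differ from their quoted values by smaller ratios than the shares above.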
